A study of Homo sapiens with 11 samples. Its data were reported in "Transfer of miR-100 and miR-125b increases 3D growth and invasiveness in recipient cancer cells" (2024).

How the data were processed

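Small RNA was sequenced from CC and CC-CR cells, a pair of related human colorectal cancer lines. CC cells came from HCA-7 cells that form cystic colonies in collagen, and CC-CR cells were derived from CC cells by selection for growth in the presence of cetuximab, an antibody against the epidermal growth factor receptor. Libraries were made from whole-cell (WC) RNA and from RNA recovered by immunoprecipitation of AGO2 (RIP), the Argonaute protein that carries mature miRNAs. The 11 libraries fell into 4 groups, with 3 of CC WC, 3 of CC-CR WC, 3 of CC RIP and 2 of CC-CR RIP. Control immunoprecipitations with non-specific antibody were not analysed here, so enrichment in RIP was measured against WC only. Each of the 11 columns of values was matched to a library through its label, which left 0 columns unmatched.

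The authors trimmed 3' adaptors with Cutadapt, removed very short reads, checked quality with FastQC and aligned the reads with Bowtie, allowing 1 mismatch, within the TIGER small RNA pipeline. The deposited values are expected counts, in which the authors split reads with several equally good placements between features, without scaling by library size. Of all values, 12.7% were not whole numbers, and of the values of miRNAs, 4.93% were not. Whether PCR duplicates were collapsed was not stated. The table listed 11000 features, of which 1915 were mature miRNAs and 9085 belonged to other classes: 6436 lncRNA, 1125 miscellaneous RNA, 777 snRNA, 581 snoRNA, 60 tRNA, 55 Y RNA, 29 rRNA and 22 mitochondrial tRNA. Among the miRNAs, 134 were listed with several genomic loci and 7 carried joint names for several miRNAs.

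Although the study's methods name an earlier human build for the alignment, the listed coordinates were those of GRCh38. Of the 1915 miRNAs, 1911 (99.8%) lay inside a miRNA gene of the GRCh38.p14 annotation, and 14 (0.731%) had their sequence at the listed position in GRCh37. Coordinates below are GRCh38 as listed, unless GRCh37 is named. GC content was computed from the mature sequences, which the table gave for all 1915 miRNAs.

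Expected counts were rounded to whole numbers before the tests, and CPM values were computed against the total miRNA count of a library. For each comparison of groups, miRNAs were filtered with filterByExpr, libraries were scaled with TMM factors, and groups were compared with the edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment over the miRNAs tested. A miRNA was called when its adjusted p was under 0.05 and its absolute log2 fold change was over 1. Only the groups compared entered a fit, since WC and RIP libraries could differ in spread. The 4 comparisons of groups were CC-CR against CC in WC, CC-CR against CC in RIP, and RIP against WC in each line. A further fit over all 4 groups tested the interaction, the log2 ratio of the RIP against WC fold change in CC-CR to that in CC. Standard errors (SE) of log2 fold changes are approximate, taken as the absolute log2 fold change over the square root of the F statistic. Shares of counts were compared by exact two-sided permutation tests, with Benjamini-Hochberg adjustment over a family of 8. With 3 libraries against 3 such a test cannot go below 0.1, and with 2 against 3 it cannot go below 0.2.

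Before the data were examined, the tests, the alternatives and the rule for naming miRNAs were fixed. Named miRNAs were the 5 with the largest rise and the 5 with the largest fall among those called, with a mean of at least 100 CPM in a group compared and, for comparisons of groups, with no overlap between the libraries of the groups. A list of 11 mature miRNAs was also fixed: those of the miR-100, let-7a-2 and miR-125b-1 genes in the MIR100HG locus and those of the miR-99a, let-7c and miR-125b-2 genes in the MIR99AHG locus. A fold change against a group with no library over 3 counts is given as a lower bound computed from 3 counts. Interaction values of the 5 list members with such a group are left out.

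The alternatives were other scalings (RLE factors, upper quartile factors, library totals only, all RNA classes tested and scaled together), other filters (none, at least 10 counts in every library), DESeq2 1.42.0, all 4 groups in one fit, the replicate number as a block, a smooth correction of each library for GC content (loess, span 0.75) with and without that block, the adjusted p alone as threshold, and leaving out each library in turn. For shares, the alternatives were the most abundant miRNA and the 50 most abundant in place of 10. A miRNA share with lncRNA counts left out of the total was chosen after seeing the data.

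The tests were run on simulated counts with the real library sizes and the mean of each miRNA pooled over the groups. A common spread per comparison was used for all miRNAs and groups, and 200 miRNAs were changed by a log2 fold change of 2. Of the changed miRNAs that passed the filter, the edgeR test called 100% (of 194) for WC CC-CR against CC, 92.2% (of 192) for RIP CC-CR against CC, 99.5% (of 194) for CC RIP against WC, 97.3% (of 184) for CC-CR RIP against WC and 90.0% (of 200) for the interaction, with between 1 and 7 false calls. With a simulated GC trend that differed between groups, the tests made between 298 and 352 false calls without the GC correction and between 1 and 13 with it. That trend was a straight line, so the counts do not show how far the correction removes a real trend. Unequal spread between groups was not simulated. In the real libraries, the biological coefficient of variation between the lines was 9.79% in WC and 32.3% in RIP.

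Total counts per library ranged from 2396848 to 38842593, and 3 counts corresponded to between 0.0800 and 1.28 CPM of a library's miRNA counts. Intervals of shares are 95% Wilson intervals. Intervals and count limits cover counting error only, since reads without molecular identifiers are not independent molecules. Replicate libraries differed by more than counting error: over the pairs of replicates, chi-square per degree of freedom ranged from 27.8 to 2223. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.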

Results

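Mature miRNAs and other small RNA classes were counted in whole-cell RNA and in AGO2-bound RNA of CC and CC-CR cells. Total counts were 19220781, 25081874 and 17011408 in CC WC 1 to 3 and 18480464, 13156105 and 12340876 in CC-CR WC 1 to 3. They were 12809889, 38842593 and 2396848 in CC RIP 1 to 3 and 10765654 and 26789917 in CC-CR RIP 1 and 3. Of these, miRNAs made up 14683168, 20327834 and 12245847 in CC WC, 14692571, 10626278 and 8992916 in CC-CR WC, 10391423, 37513569 and 2350106 in CC RIP, and 10206340 and 25011796 in CC-CR RIP. CC RIP 3 was the shallowest library, and its limit of 3 counts stood at 1.28 CPM.

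The share of miRNAs among all counts showed how far the AGO2 libraries were made of miRNAs. It was 76.5% ± 4.53 (SD, n = 3) in CC WC, 77.7% ± 4.24 (n = 3) in CC-CR WC, 91.9% ± 9.38 (n = 3) in CC RIP and 94.1% ± 1.02 (n = 2) in CC-CR RIP. In CC, every RIP library lay above every WC library, with a difference of 15.4 percentage points (exact permutation test, p = 0.1, adjusted p = 0.4). That separation was narrow, with 81.12% in CC RIP 1 against 81.05% in CC WC 2. In CC-CR every RIP library also lay above every WC library, with a difference of 16.4 points (exact permutation test, p = 0.2, adjusted p = 0.4). Both p-values are the smallest that these group sizes allow. The lines differed by 1.24 points in WC (exact permutation p = 0.8, adjusted p = 1) and by 2.17 points in RIP (exact permutation p = 1, adjusted p = 1), which was less than the spread between replicates. CC RIP 1 had the lowest share of the RIP libraries, 81.1%, and without it the difference between the lines in RIP was -3.23 points. In WC it was -1.004 points without CC WC 3.

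**Figure D1:**
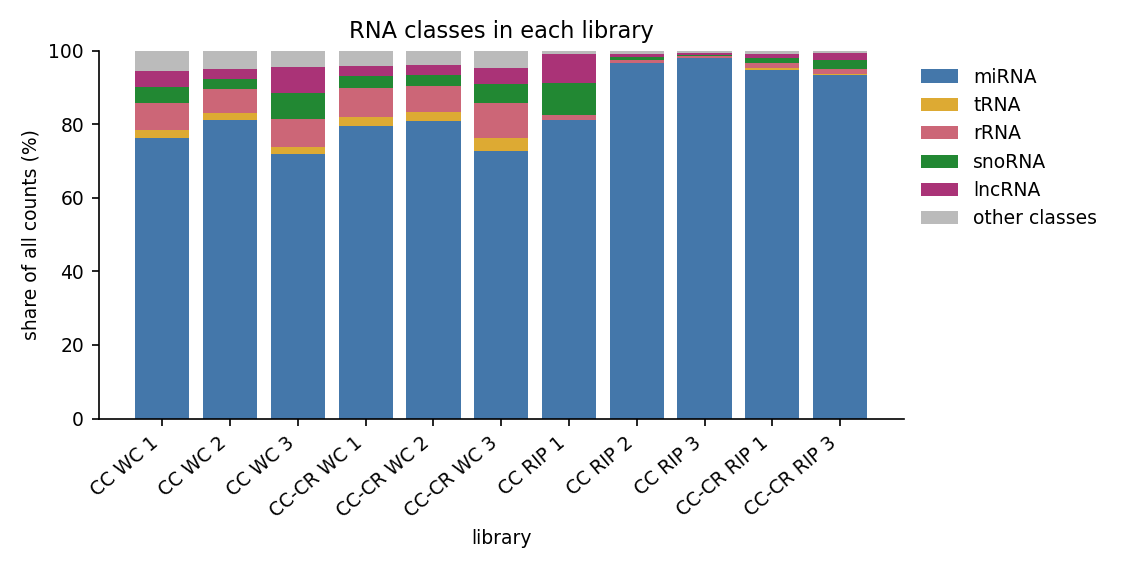
Share of all counts (%) taken by each RNA class, with 1 bar per library. miRNAs took the largest share in all 11 libraries, and CC RIP 1 stood apart from the other RIP libraries by its snoRNA and lncRNA counts.

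Within the miRNA counts, miR-21-5p was the most abundant miRNA in every library, with group means of 38.8% in CC WC, 38.3% in CC-CR WC, 13.2% in CC RIP and 41.7% in CC-CR RIP. The 10 most abundant miRNAs together held 64.5% ± 1.18 (SD, n = 3) in CC WC, 64.4% ± 0.856 (n = 3) in CC-CR WC, 55.8% ± 0.610 (n = 3) in CC RIP and 67.8% ± 7.38 (n = 2) in CC-CR RIP. In CC the share was lower in RIP than in WC by 8.78 points, a difference of -8.78, with no overlap between the libraries (exact permutation p = 0.1, adjusted p = 0.4). Within RIP it was higher in CC-CR than in CC by 12.1 points, again without overlap (exact permutation p = 0.2, adjusted p = 0.4). This difference ranged from 6.84 to 17.3 points when each library was left out. For the 50 most abundant miRNAs the groups overlapped in both comparisons, with differences of -0.308 points between RIP and WC in CC (exact permutation p = 0.3) and 1.29 points between the lines in RIP (exact permutation p = 0.4). The differences between the lines in WC, of -0.166 points (exact permutation p = 1, adjusted p = 1), and between RIP and WC in CC-CR, of 3.44 points (exact permutation p = 0.8, adjusted p = 1), did not hold up against the spread between replicates.

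CC-CR and CC were compared in WC to find which miRNAs differ between the cetuximab-resistant line and the line it came from. Of 764 miRNAs tested, 161 were called, 77 higher and 84 lower in CC-CR, with a biological coefficient of variation of 9.79%. Requiring at least 10 counts in every library moved this count most among the filters, to 84 calls, and 410 miRNAs passed the adjusted p alone. miR-100-5p (chromosome 11, 122152275 to 122152296, minus strand, in the MIR100 gene within the lncRNA gene MIR100HG, which spans 122028329 to 122422871) had the largest rise among the called miRNAs with at least 100 CPM in a group. Its abundance was 8.97 ± 0.689 CPM (SD, n = 3) in CC and 15540 ± 637 CPM (n = 3) in CC-CR, a log2 fold change of 10.91 (SE 0.162, 1921-fold; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.17e-61). miR-125b-5p rose from 77.5 ± 4.00 CPM to 6151 ± 405 CPM (n = 3 each), a log2 fold change of 6.46 (SE 0.125, 87.99-fold; edgeR, Benjamini-Hochberg adjusted p = 6.01e-54). Its reads could not be assigned to a single locus, because the same mature sequence lies in MIR125B1 (chromosome 11, 122099809 to 122099830, minus strand, within MIR100HG) and in MIR125B2 (chromosome 21, 16590253 to 16590274, plus strand, within MIR99AHG). miR-4485-3p (chromosome 11, 10508277 to 10508296, minus strand) rose from 1.49 ± 0.495 to 209.5 ± 25.5 CPM (n = 3 each), a log2 fold change of 7.31 (edgeR, Benjamini-Hochberg adjusted p = 3.94e-50). Its sequence also occurs in the mitochondrial 16S rRNA gene, so its reads could come from either place. The remaining named rises were miR-183-5p, with a log2 fold change of 1.57, and miR-31-5p, with 1.56. The named falls were miR-12135 (-3.35), miR-99a-5p (-3.33), miR-34a-5p (-3.11), miR-7-5p (-1.69) and miR-146a-5p (-1.33). miR-100-5p, miR-125b-5p and the other 14 named or listed miRNAs tested in WC kept their direction and their side of the threshold under each alternative that gave a value. The adjusted p alone as threshold was applied to counts of calls only. By it, let-7a-5p and let-7c-5p would pass in WC as well.

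**Figure D2:**
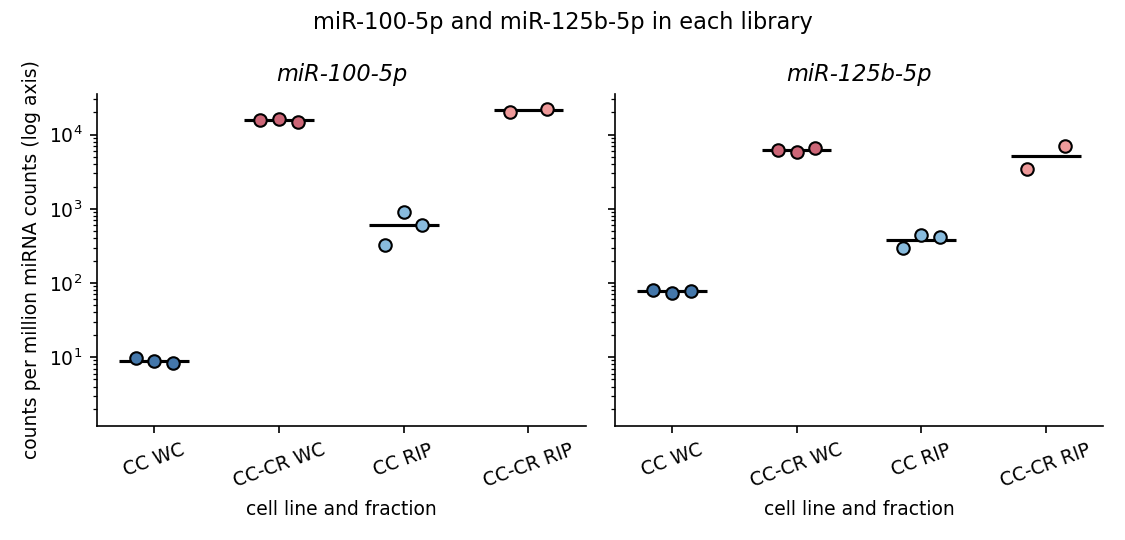
CPM (log axis) of miR-100-5p and miR-125b-5p in each group, with 1 point per library and a line at the group mean. Mean miR-100-5p was 8.97 CPM in CC WC, 614 CPM in CC RIP, 15540 CPM in CC-CR WC and 21270 CPM in CC-CR RIP.

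The 11 listed miRNAs addressed the MIR100HG locus directly, together with the related MIR99AHG locus on chromosome 21 (16070488 to 16631727). In WC, 9 of them were tested and 7 were called. All 9 had a Benjamini-Hochberg adjusted p under 0.05 in edgeR over all miRNAs tested, and 9 had one adjusted over the list alone. The locus had been singled out in these lines before, so the list is not independent evidence. The 3p arms of the MIR100HG miRNAs, which are unique to that locus, had no CC WC library over 3 counts: miR-100-3p was at least 116-fold higher in CC-CR, miR-125b-1-3p at least 284-fold higher and let-7a-2-3p at least 56.4-fold higher. let-7a-5p, which is also made from loci on chromosomes 9 and 22, had a log2 fold change of 0.50 (edgeR, Benjamini-Hochberg adjusted p = 3.94e-05) and was not called. In the MIR99AHG locus the direction was opposite for 2 members. miR-99a-5p (16539101 to 16539122), near-identical in sequence to miR-100-5p, fell from 203 ± 7.01 to 18.2 ± 1.42 CPM (n = 3 each), and miR-125b-2-3p had a log2 fold change of -3.99. let-7c-5p had a log2 fold change of 0.32 and was not called. It is near-identical in sequence to the far more abundant let-7a-5p (288 against 26610 CPM in CC-CR WC), so reads can be shared. let-7c-3p, which was not tested, had 5, 19 and 11 counts in CC WC and 0 in each CC-CR WC library. The value of let-7c-5p may therefore not reflect the let-7c gene. Counts in the host genes moved in the directions of miR-100-5p and miR-99a-5p. In CPM, MIR100HG had between 0.0885 and 0.139 in CC WC and between 26.1 and 27.2 in CC-CR WC, and MIR99AHG had between 0.344 and 0.715 in CC WC and at most 0.0556 in CC-CR WC.

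CC-CR and CC were then compared in RIP, which addressed whether the AGO2-bound miRNAs differ between the lines. Of 810 miRNAs tested, 491 were called, 215 higher and 276 lower in CC-CR, and the biological coefficient of variation was 32.3%. With library totals in place of TMM factors the split was 118 higher and 389 lower, and the median log2 fold change moved from -0.296 to -1.15. miR-100-5p had 614 ± 296 CPM (SD, n = 3) in CC RIP and 21270 ± 1720 CPM (n = 2) in CC-CR RIP, a log2 fold change of 6.06 (SE 0.442, 66.6-fold; edgeR, Benjamini-Hochberg adjusted p = 1.48e-06). miR-125b-5p had 383 ± 77.0 CPM (n = 3) and 5223 ± 2450 CPM (n = 2), a log2 fold change of 4.62 (SE 0.324, 24.6-fold; edgeR, Benjamini-Hochberg adjusted p = 1.48e-06). The other named rises were miR-374a-3p (5.39), miR-101-3p (4.30) and miR-542-3p (4.15), and the named falls were let-7d-3p (-4.23), miR-486-5p (-3.68), miR-423-5p (-3.46), miR-574-5p (-3.15) and miR-1301-3p (-3.05). Of the 11 listed miRNAs, 9 were tested, 7 had a Benjamini-Hochberg adjusted p under 0.05 in edgeR over all miRNAs, 7 had one adjusted over the list alone, and 7 were called. The log2 fold changes of the 3p arms were 5.64 for miR-100-3p, 5.25 for miR-125b-1-3p and 5.69 for let-7a-2-3p, and that of miR-99a-5p was -2.96. miR-125b-2-3p, which had no CC-CR RIP library over 3 counts, was at least 52.9-fold lower in CC-CR. let-7a-5p (-0.09) and let-7c-5p (-0.89) were not called.

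The fold changes between the lines in WC and in RIP were compared across the 683 miRNAs tested in both, which share no library. Pearson's r was 0.518 and Spearman's rho 0.366, across miRNAs, which are not independent replicates. With no count filter r was 0.322, and without CC-CR RIP 3 it was 0.435. Of these miRNAs, 129 were called in WC and 406 in RIP, 97 in both, and 88 of the 97 had the same direction (40 higher and 48 lower in CC-CR).

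**Figure D3:**
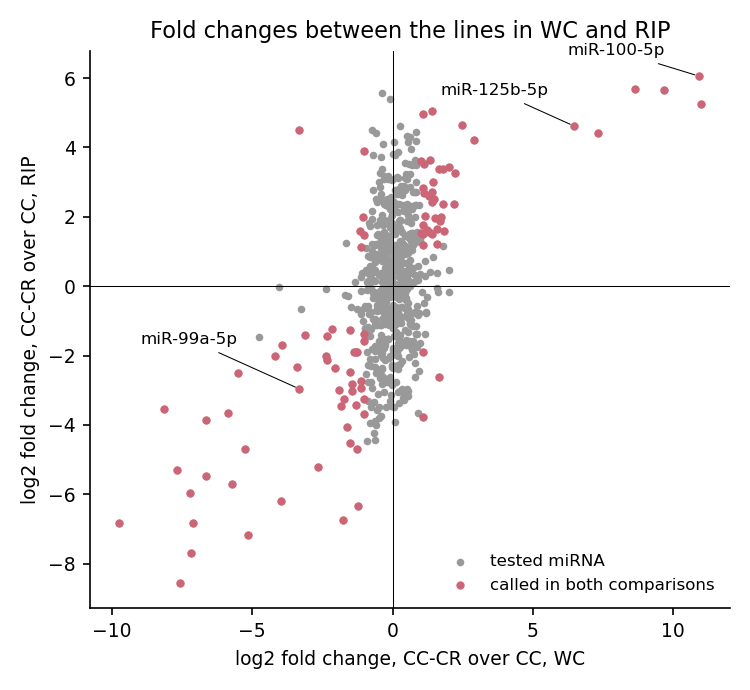
Log2 fold change of CC-CR over CC in WC (horizontal axis) and in RIP (vertical axis), with 1 point per miRNA tested in both. Of the 97 miRNAs called in both comparisons, 88 lie in the quadrants of equal direction, with miR-100-5p and miR-125b-5p at the upper right.

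RIP and WC were compared within CC to find which miRNAs are enriched or depleted among AGO2-bound RNA. Of 841 miRNAs tested, 474 were called, 226 higher and 248 lower in RIP, with a biological coefficient of variation of 20.4%. When all RNA classes were tested and scaled together, the median log2 fold change of miRNAs moved from -0.0882 to 0.882, and 390 calls were higher and 108 lower, so the direction of small changes holds only relative to the other miRNAs. The largest named rise was that of miR-100-5p, with a log2 fold change of 5.69 (SE 0.336, 51.6-fold; edgeR, Benjamini-Hochberg adjusted p = 9.47e-08). It was followed by miR-1247-5p (3.04), let-7d-3p (2.97), miR-320c (2.96) and miR-320b (2.75). The last pair are near-identical in sequence and can share reads. The named falls were miR-12135 (-9.09), miR-4521 (-8.36), miR-1246 (-5.72), miR-27a-5p (-5.42) and miR-19a-3p (-4.07). Of the 11 listed miRNAs, 6 were tested, 4 had a Benjamini-Hochberg adjusted p under 0.05 in edgeR over all miRNAs, 5 had one adjusted over the list alone, and 3 were called: miR-100-5p, miR-125b-5p with a log2 fold change of 1.92 (edgeR, Benjamini-Hochberg adjusted p = 3.13e-06), and let-7c-5p with 1.28. let-7a-5p (0.45), miR-99a-5p (0.29) and miR-125b-2-3p (0.60) were not called.

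The same comparison within CC-CR rested on 2 RIP libraries. Of 678 miRNAs tested, 82 were called, 17 higher and 65 lower in RIP, with a biological coefficient of variation of 23.7%. This count was the least stable of the comparisons: without CC-CR WC 1 it was 25, without CC-CR WC 2 it was 24 and without CC-CR WC 3 it was 23. In these 3 fits 0 calls were higher in RIP, and none of the 5 named rises below was called. When all RNA classes were tested and scaled together, 202 were higher and 22 lower, and the median log2 fold change of miRNAs moved from -0.0366 to 0.697. The named rises were miR-141-3p (1.64), miR-32-5p (1.58), miR-374a-5p (1.17), miR-146a-5p (1.13) and miR-140-3p (1.07). The named falls were miR-4521 (-3.38), miR-4485-3p (-3.33), miR-12136 (-2.87), miR-1246 (-2.22) and miR-877-5p (-1.70). Of the 11 listed miRNAs, 8 were tested, 2 had a Benjamini-Hochberg adjusted p under 0.05 in edgeR over all miRNAs, 2 had one adjusted over the list alone, and 1 was called, miR-125b-1-3p, with a log2 fold change of -1.44. miR-100-5p had a log2 fold change of 0.78 (edgeR, Benjamini-Hochberg adjusted p = 0.0407), under the fold change required for a call. miR-125b-5p had one of 0.02 (edgeR, Benjamini-Hochberg adjusted p = 0.953), and its direction changed with the scaling.

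Between the lines, the RIP against WC fold changes of the 650 miRNAs tested in both had a Pearson's r of 0.0894 and a Spearman's rho of -0.0593 across miRNAs. With the GC correction, r was 0.325. Of these, 41 were called in both lines, 36 of them in the same direction (2 higher and 34 lower in RIP).

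Fold changes that involved RIP libraries followed the GC content of the miRNA. Across miRNAs, the correlation of the log2 fold change with GC content was 0.104 for CC-CR against CC in WC, -0.592 for CC-CR against CC in RIP, 0.491 for RIP against WC in CC and -0.507 for RIP against WC in CC-CR. Among miRNAs with a mean of at least 10 CPM, the median log2 fold change of CC-CR against CC in RIP was 1.93 for those with at most 40% GC and -0.911 for those with at least 60%. After the GC correction, the 4 correlations were 0.132, -0.0901, 0.0574 and -0.257, so the correction removed only part of the trend in CC-CR. The RIP comparison of the lines then gave 322 calls, of which 258 were among the 491. With that correction, miR-100-5p and miR-125b-5p remained called in RIP.

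**Figure D4:**
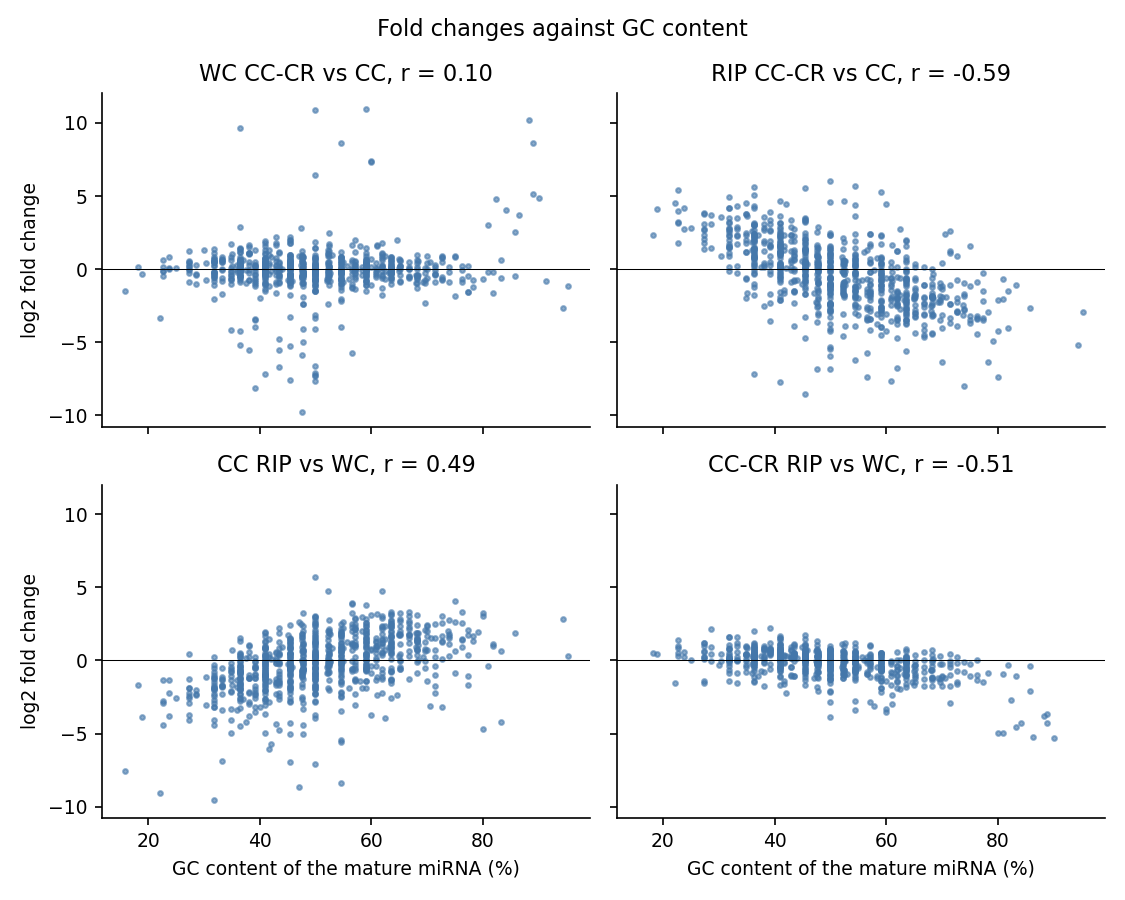
Log2 fold change against the GC content of the mature miRNA (%) in the 4 comparisons of groups, with 1 point per miRNA tested and Pearson's r above each panel. The WC comparison had r = 0.104, and the RIP against WC comparisons had opposite signs in CC (0.491) and CC-CR (-0.507).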

Values the study reported

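By RT-qPCR, the study put the level of miR-100 and that of miR-125b in the parental CC line at about 50-fold less than in the resistant line.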

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

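The results here stand out because the effect of RIP against WC differed between the lines by a test of the difference itself, the interaction. The tests of explanations below were chosen after the result was seen. The fit over all 4 groups called 448 of 959 miRNAs, 212 with a higher and 236 with a lower RIP against WC fold change in CC-CR than in CC (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The named miRNAs with the largest positive log2 ratios were miR-12135 (7.34), miR-374a-3p (5.25), miR-4521 (4.84), miR-19a-3p (4.34) and miR-590-3p (4.22). Those with the largest negative ratios were miR-100-5p (-5.04), let-7d-3p (-3.74), miR-423-5p (-3.58), miR-1301-3p (-3.38) and miR-4485-3p (-3.24). Of the 11 listed miRNAs, 10 were tested, and 7 had an adjusted p under 0.05 over all miRNAs tested and 7 had one adjusted over the list alone. The 3 called without a group at the count limit were miR-100-5p, miR-125b-5p (-2.00) and let-7c-5p (-1.37).

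The interaction followed GC content, with a correlation of -0.604 across miRNAs. After the GC correction, 305 miRNAs were called (141 higher and 164 lower). The correction left part of the trend, with a correlation of -0.19, so some of these calls could still stem from it. The trend is not the whole cause, since it would move miRNAs of the same GC content alike. Of the 82 tested miRNAs with 50% GC, 29 were called after the correction, 10 higher and 19 lower. It accounts for most of the value of miR-590-3p, with 19% GC, which moved from 4.22 to 0.84 and was no longer called. miR-12135, with 22.2% GC, moved from 7.34 to 4.40, and miR-374a-3p, with 22.7% GC, from 5.25 to 2.31. miR-19a-3p, with 34.8% GC, moved from 4.34 to 2.88 and stayed called. The correction also added a listed miRNA to the calls. let-7a-5p, with 36.4% GC, moved from -0.76, not called, to -1.96 (edgeR, Benjamini-Hochberg adjusted p = 0.00577). miR-4521 (5.32), miR-100-5p (-4.98), let-7d-3p (-3.66), miR-423-5p (-3.01), miR-1301-3p (-2.72), miR-4485-3p (-2.31), miR-125b-5p (-1.94) and let-7c-5p (-2.09) remained called after the correction. Scaling is not the cause of the number of calls, which was 450 with library totals only, although the split then moved to 134 higher and 316 lower. With all RNA classes tested and scaled together it was 305 (122 higher and 183 lower), of which 303 were among the 448.

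A preparation difference could remain. Of the calls after GC correction, 248 were also among the 448, and each line's RIP libraries were made from that line only, so a difference between the immunoprecipitations of the lines beyond the GC trend cannot be told apart from a difference in AGO2 loading. More whole-cell RNA carried through the CC-CR immunoprecipitation would also bring RIP closer to WC in CC-CR. For the miRNAs lower in CC RIP, the values argue against it as the only cause. The 215 miRNAs called lower in CC RIP and tested in both lines stood at a median of 34.1% of their WC level in CC RIP and at 83.2% in CC-CR RIP (78.0% and 84.7% in the 2 libraries). Carried RNA would hold each WC miRNA at the carried share or above. Of the 167 tested miRNAs with at least 100 CPM in CC-CR WC, the 5 kept least in CC-CR RIP stood at 7.07% to 24.6% of WC. Carry-through alone would therefore allow a median of at most 58.7%. Carry-through of a smaller size stays open. Among the other RNA classes, rRNA was kept at 9.98% of WC in CC RIP and 13.1% in CC-CR RIP, tRNA at 6.94% and 12.1%, Y RNA at 13.8% and 9%, snoRNA at 64.5% and 45.2%, and lncRNA at 56.2% and 35.4%. The snoRNA and lncRNA values of CC rest on CC RIP 1, and without it they were 10.4% and 9.43%. Of 8 classes, 4 were kept more in CC-CR RIP than in CC RIP. The number was 6 without CC RIP 1, 4 without CC RIP 2 and 3 without CC RIP 3. Mitochondrial 16S rRNA was 6.08-fold lower in RIP than in WC in CC and 6.69-fold lower in CC-CR. This test replaced earlier ones on 16S rRNA alone and on the class kept most. A biological difference between the lines in what AGO2 carries stays open and untested.

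The value of miR-4485-3p rests on CC RIP counts of 0, 97 and 4. Without CC RIP 2 its log2 ratio was -1.06 and not called. miR-12135 was also near absent from CC RIP, with 0.423 ± 0.651 CPM (SD, n = 3) and at most 44 counts in a library. That mean lies under the 1.28 CPM of 3 counts in CC RIP 3. The sizes of its ratio (7.34) and of its fall in CC RIP (-9.09) are therefore uncertain. For miR-100-5p the ratio ranged from -5.36 to -4.62 over the 11 fits that each left out a library, and for miR-125b-5p from -2.18 to -1.68. The ratio of let-7c-5p (-1.37) rests on CC-CR RIP libraries that differed widely, with 95.04 CPM in CC-CR RIP 1 and 428.5 CPM in CC-CR RIP 3. Its log2 fold change for CC-CR RIP against WC ranged from -1.02 to 0.61 with each library left out. Reads of let-7a-5p, at 6780 CPM in CC-CR RIP 1 and 35680 CPM in CC-CR RIP 3, could be counted as let-7c-5p and enter its ratio.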

How the results depend on the processing

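In WC, the count of calls between the lines ranged from 159 to 174 over the 6 fits that each left out a library, and 158 were found with DESeq2, 139 of them among the 161. Requiring at least 10 counts in every library gave 84 calls in WC (75 among the 161), 216 in RIP between the lines, 231 for CC RIP against WC and 202 for the interaction. This filter removes the miRNAs that are near absent from a group, among them miR-100-3p, miR-125b-1-3p, let-7a-2-3p and miR-125b-2-3p, and leaves fewer to test. With the adjusted p alone, 410 miRNAs passed in WC. The GC correction left 322 calls between the lines in RIP. Over the fits that each left out a library, the calls ranged from 385 to 509 in RIP between the lines (3 fits), from 459 to 532 for CC RIP against WC (6 fits), from 395 to 486 for the interaction (9 fits), and from 23 to 25 for CC-CR RIP against WC (3 fits). Fits without a CC-CR RIP library leave that group with 1 library, so their calls were not counted. The calls of these last fits were all lower in RIP, and the fall from 82 came with any WC library left out, which leaves fewer samples.

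The scaling moved the split of higher and lower calls. With library totals only, it was 63 and 111 in WC (77 and 84 with TMM), 118 and 389 in RIP between the lines (215 and 276), 295 and 187 for CC RIP against WC (226 and 248), 4 and 61 for CC-CR RIP against WC (17 and 65) and 134 and 316 for the interaction (212 and 236). With all RNA classes tested and scaled together, it was 91 and 252 in RIP between the lines, where the median log2 fold change was -0.851, 390 and 108 for CC RIP against WC, 202 and 22, a total of 224, for CC-CR RIP against WC, and 122 and 183 for the interaction. Upper quartile factors gave 308 and 176 for CC RIP against WC and 58 and 45 for CC-CR RIP against WC, where RLE factors gave 22 and 51, and DESeq2 gave 34 and 59. The direction of small changes between RIP and WC is therefore set by the scaling.

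The replicate number as a block was tried although the numbers did not pair the libraries: over 224 miRNAs, the deviations of same-numbered libraries from their group means correlated between -0.58 and 0.50 in 10 pairs, and 2 of the pairs were over 0.1. With the block, 315 miRNAs were called between the lines in RIP, 0 for CC-CR RIP against WC (112 had an unadjusted p under 0.05) and 253 for the interaction. With the block and the GC correction, these counts were 196, 19 and 113. These fits use fewer libraries, since only numbers shared by the groups enter, and have fewer degrees of freedom.

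The correlation of the line effects in WC and RIP, 0.518, was 0.322 with no count filter, 0.370 with at least 10 counts in every library, 0.429 for miRNAs of at least 100 CPM, 0.608 with the GC correction, and from 0.435 to 0.533 when each library was left out. The cause of these shifts was not tested.

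Values that changed sign were small ones. Between the lines in RIP, let-7a-5p was 0.11 with no filter and ranged from -1.25 to 0.70 with each library left out. For CC-CR RIP against WC, library totals only gave -0.25 for miR-100-3p, -0.24 for miR-125b-5p and -0.14 for let-7c-5p. At least 10 counts in every library gave -0.052 for miR-125b-5p and -0.037 for let-7c-5p. The replicate block gave -0.096, -0.043 and -0.23 for miR-100-3p, miR-125b-5p and let-7c-5p, and the block with the GC correction gave -0.30, -0.017 and -0.42. The GC correction alone gave -0.089 for miR-100-3p and -0.11 for let-7c-5p, and all 4 groups in one fit gave -0.0041 for miR-125b-5p and -0.0075 for let-7c-5p. let-7a-5p was 0.14 with upper quartile factors and 0.57 with all RNA classes. With each library left out, miR-100-3p ranged from -0.89 to 0.82, miR-125b-5p from -0.23 to 0.22, let-7a-5p from -1.39 to 0.46 and let-7c-5p from -1.02 to 0.61. For the interaction, let-7a-5p ranged from -1.83 to 0.022 with each library left out, and miR-99a-5p was -0.42 with library totals only and -0.00034 with all RNA classes. The cause was not tested.

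With each library left out, the difference in miRNA share between the lines ranged from -1.004 to 3.66 points in WC and from -3.23 to 5.23 in RIP, and the difference in the share of the 10 most abundant miRNAs ranged from -0.85 to 0.18 points in WC and from -1.77 to 8.66 for CC-CR RIP against WC. For the 50 most abundant, the WC difference was 0.094 points. Leaving lncRNA counts out of the total, an alternative chosen after seeing the data, gave differences in miRNA share of 14.3 points between RIP and WC in CC and 15.1 in CC-CR.

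Of the other 74 values of named or listed miRNAs, 35 kept direction and side of the threshold under the alternatives that gave a value. These were 14 of 14 in WC, 7 of 15 in RIP between the lines and 12 of 15 for CC RIP against WC. They were 0 of 18 for CC-CR RIP against WC and 2 of 12 for the interaction. The adjusted p alone as threshold was not applied to single miRNAs and does not enter these numbers. Over 1261 values under alternatives, 59 lost the threshold, 17 gained it, 40 moved where a group was left with 1 library, and 30 changed sign. The depth of CC RIP 3 limits values near 1.28 CPM in CC RIP.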

Other observations

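The tests in this part were chosen after the results were seen, except the counts of other splits of the samples. In WC, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls as the comparison of the lines. The other 9 splits gave 0 calls, with between 3 and 12 miRNAs at an unadjusted p under 0.05. For CC RIP against WC, 1 of the 10 splits of the 6 libraries gave as many calls, again the real one, and the other 9 gave 0, with between 0 and 8 miRNAs at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1. Each of the other splits mixes libraries of both groups, so a real difference widens the spread within each side and makes calls unlikely. The 0 calls therefore do not measure how often false calls arise.

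The miRNAs of MIR100HG were more abundant in AGO2-bound RNA of CC than CC WC would give. miR-100-5p had 326, 918 and 597 CPM in CC RIP 1 to 3, against a mean of 8.97 CPM in CC WC. A preference of AGO2 for it shared by both lines is argued against by the interaction log2 ratio of -5.04. The GC trend is argued against by the log2 fold change after GC correction, 5.77. Reads of miR-99a-5p counted as miR-100-5p are argued against by the ratio of the pair, which was at least 24.9 times higher in CC RIP libraries than in CC WC libraries. Depth is argued against because the lowest CC RIP value was 33.5 times the highest CC WC value, with CC RIP libraries both deeper and shallower than those of CC WC. RNA or reads of CC-CR in the CC RIP libraries could be a source. The excess of miR-100-5p was 1.49%, 4.27% and 2.77% of its CC-CR RIP level, and that of the pooled 3p arms was 1.69%, 5.23% and 5.91%, a median ratio of 1.22 between the arms. The 3p arms rest on 8, 85 and 6 counts, and the excess of miR-125b-5p was a larger share, 4.19%, 6.97% and 6.42%. Part of that excess could come from MIR125B2, whose miR-125b-2-3p had a mean of 5.31 CPM in CC WC and 10.95 CPM in CC RIP (not called). RNA or reads of CC-CR as a source therefore stay open. A small fraction of cells with an active MIR100HG in the CC cultures used for RIP, up to 4.27% by miR-100-5p, would look the same and cannot be told apart from carry-over here. A difference between CC and CC-CR in AGO2 loading also stays open as a biological explanation that was not tested.

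The fold changes of RIP libraries followed GC content with opposite signs in the lines. Against the WC mean of their line, over 340 miRNAs, the correlation was 0.478, 0.460 and 0.414 in CC RIP 1 to 3 and -0.347 and -0.186 in CC-CR RIP 1 and 3. Single WC libraries against the other WC libraries of their line reached -0.357 (CC-CR WC 2) and 0.202 (CC-CR WC 3), so the correlations of the CC-CR RIP libraries alone do not stand apart. The slopes did: per 10 points of GC content, log2 CPM changed by 0.607 to 0.723 in CC RIP and by -0.31 and -0.137 in CC-CR RIP, against -0.0599 to 0.0399 in WC libraries. A GC preference of the immunoprecipitation shared by both lines is argued against by the correlation of -0.507 for RIP against WC in CC-CR, opposite to CC. Depth is argued against by the lowest correlation in the CC RIP libraries, 0.414, over libraries with between 2350106 and 37513569 miRNA counts. A GC bias that differed between the RIP preparations of the lines may be the source of the correlation of -0.592 between the lines in RIP, but preparation and line coincide and cannot be told apart. Such a trend would bear on AGO2-bound fold changes of miRNAs with extreme GC content. A biological explanation was not tested.

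miR-4485-3p rose with the resistant line in WC, with a sequence (TAACGGCCGCGGTACCCTAA) that lies in the mitochondrial 16S rRNA gene MT-RNR2 (GRCh37 mitochondrial genome, 2563 to 2582, plus strand). Fragments of that rRNA counted under this name could explain it. The fold change of -3.33 for RIP against WC in CC-CR resembles the loss of 16S rRNA counts from RIP, which were 6.69-fold lower than in WC. In CC the counts in RIP were 0, 97 and 4, too few and too uneven to decide. A general rise of mitochondrial rRNA in CC-CR is argued against as the whole cause, since 16S rRNA counts relative to miRNA counts were 1.81 times those of CC WC. A biological rise of miR-4485-3p in CC-CR stays open and untested. miR-12136, also lower in CC-CR RIP, has a sequence that matches the mitochondrial tRNA gene MT-TS1 (7497 to 7514, minus strand, GRCh37).

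CC RIP 1 had 8.72% snoRNA (95% Wilson interval 8.70 to 8.73) and 7.73% lncRNA (7.71 to 7.74), where the other CC RIP libraries had at most 0.912% and 0.808%. Over the 11 libraries, the snoRNA host genes GAS5 and SNHG1 made up between 64.3% and 96.8% of lncRNA counts.

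miR-100-5p was 1921-fold higher in CC-CR WC than in CC WC. That is higher than the value quoted from the study above. miR-125b-5p was 87.99-fold higher in CC-CR WC than in CC WC. That is also higher than the value quoted from the study above. From its RT-qPCR, the study describes stronger overexpression of miR-125b than of miR-100 in CC-CR. The order was the reverse here.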
